# Altered Long Non-coding RNAs Involved in Immunological Regulation and Associated with Choroidal Neovascularization in Mice

**DOI:** 10.7150/ijms.37804

**Published:** 2020-01-16

**Authors:** Liwei Zhang, Huilan Zeng, Jiang-Hui Wang, Han Zhao, Boxiang Zhang, Jingling Zou, Shigeo Yoshida, Yedi Zhou

**Keywords:** long non-coding RNA, choroidal neovascularization, angiogenesis, age-related macular degeneration, immunological regulation

## Abstract

Choroidal neovascularization (CNV) is a severe complication of the wet form of age-related macular degeneration (AMD). Long non-coding RNAs (lncRNAs) have been implicated in the pathogenesis of different ocular neovascular diseases. To identify the function and therapeutic potential of lncRNAs in CNV, we assessed lncRNAs and mRNA expression profile in a mouse model of laser-induced CNV by microarray analysis. The results of altered lncRNAs were validated by qRT-PCR. Bioinformatics analyses, including Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, were performed to clarify the potential biological functions and signaling pathways with which altered genes are most closely related. Moreover, to identify the interaction of lncRNAs and mRNAs, we constructed a coding-non-coding gene co-expression (CNC) network. By microarray analysis, we identified 716 altered lncRNAs and 821 altered mRNAs in CNV mice compared to controls. A CNC network profile based on 7 validated altered lncRNAs (uc009ewo.1, AK148935, uc029sdr.1, ENSMUST00000132340, AK030988, uc007mds.1, ENSMUST00000180519) as well as 282 interacted and altered mRNAs, and were connected by 713 edges. GO and KEGG analyses suggested that altered mRNAs, as well as those lncRNA-interacted mRNAs were enriched in immune system process and chemokine signaling pathway. Thus, lncRNAs are significantly altered in this mouse model of CNV and are involved in immunological regulation, suggesting that lncRNAs may play a critical role in the pathogenesis of CNV. Thus, dysregulated lncRNAs and their target genes might be promising therapeutic targets to suppress CNV in AMD.

## Introduction

Age-related macular degeneration (AMD) is one of the major causes of visual impairments and blindness in developed regions 1. Choroidal neovascularization (CNV) is a severe complication of the neovascular or wet AMD 2. It is well known that vascular endothelial growth factor (VEGF) plays key roles in the pathogenesis of neovascular AMD 3, 4. Numerous studies have demonstrated that anti-VEGF therapy is effective and safe for patients with CNV due to AMD for which it has been widely used in clinics 5, 6. However, recent studies suggest that some VEGF neutralizing proteins are not effective in some patients 7, 8. There is increasing evidence that a number of factors may be responsible for non-responses including tolerance or tachyphylaxis (a term refers to the sudden decrease in response to a drug after its administration) of anti-VEGF therapies 9, 10. Therefore, there is an urgent need for the mechanistic understanding of CNV, to explore novel therapeutic targets for early intervention of CNV, which would provide potential alternatives to anti-VEGF therapies.

Long non-coding RNAs (lncRNAs) is a subtype of non-coding RNAs with the transcripts of more than 200 nucleotides 11. Although lncRNAs have no protein-coding capacity, they may regulate physiological functions as well as pathological processes in many diseases 12-15. In particular, the activation of lncRNAs might regulate the expression of protein-coding genes through sophisticated mechanisms in ocular disorders 16-19. It has been reported that lncRNAs have differential expression profiles in a mouse model of ischemia-induced retinal neovascularization^20^. The role of lncRNAs in AMD has also been investigated in a number of studies. A study showed that lncRNAs are differentially expressed in RPE/choroid samples in patients with early AMD compared to controls and might be involved in important regulative functions 21. Among altered lncRNAs in patients with early AMD, RP11-234O6.2 has been demonstrated as having protective effects in the aging RPE model 21. A few *in vitro* studies investigated the roles of several certain lncRNAs (such as ZNF503-AS1 and BANCR) in retinal pigment epithelium (RPE) cells 22, 23. Nevertheless, it still remains unclear that the expression profiles, targets, and effects of lncRNAs and their contribution to the pathogenesis of CNV as well as neovascular AMD.

Laser-induced CNV is a well-established mouse model to investigate the pathogenesis of CNV and neovascular AMD 24. Previous studies using the CNV mouse model to examine the role of VEGF and many other molecules 25-27. We recently identified altered microRNAs and tRNA-derived small RNAs in the laser-induced CNV model 28.

In the present study, microarray analyses were applied to clarify the expression profiles of lncRNAs and mRNAs in the CNV mouse model. In addition, bioinformatics analyses, including gene ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, were conducted to explore the related biological functions and potential signaling pathways of altered genes. Moreover, a coding-non-coding gene co-expression (CNC) network was established to investigate the correlation of differentially expressed lncRNAs and mRNAs, and to further predict the possible roles of differentially expressed lncRNAs in CNV.

## Materials and Methods

### Animals

C57BL/6J mice (male, aged 7-8 weeks old) (SJA Laboratory Animal Co., Ltd., Hunan, China) were used for experiments in accordance to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. The procedures were proved by the Institutional Animal Care and Use Committee of Central South University.

### Laser-induced CNV mouse model

As previously described, the CNV mouse model was induced by laser photocoagulation 27-29 with some modification. In brief, the photocoagulation was performed with 25 spots in each eye using a 532-nm diode laser (100 mW, 0.1 s duration, 50 μm). On day 7 after laser photocoagulation treatment, the eyes were enucleated. Age-matched C57BL/6J mice without the treatment were used as controls.

### LncRNA and mRNA microarray analysis

Tissues of RPE-choroid-sclera complexes were collected from 4 eyes to be pooled as one sample, and a total of 6 samples (3 CNV samples and 3 control samples) were analyzed. Total RNA was isolated by using Trizol RNA extraction kit (Invitrogen, Carlsbad, CA, USA). The microarray analysis was performed by mouse lncRNA Microarray V3.0 (Arraystar, Rockville, MD, USA) as described 20. The raw data of microarray has been uploaded to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) for public access with the accession number GSE129743. Altered lncRNAs and mRNAs expression were identified by a Volcano Plot filtering [fold change (FC) ≥1.5] and P<0.05.

### Quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR)

The validation of lncRNA and mRNA microarray results was further processed by qRT-PCR 30. RNA was transcribed into cDNA utilizing SuperScript Ⅲ Reverse Transcriptase (Invitrogen) following instructions of the manufacturer by Gene Amp PCR System 9700 (Applied Biosystems, Foster City, CA, USA). The qRT-PCR was performed by the ViiA 7 RT PCR System (Applied Biosystems) with the 2 × PCR Master Mix (Arraystar). LncRNAs' relative expression levels were normalized with GAPDH 31, 32. Primer used for qRT-PCR are shown in Table 1. P<0.05 was considered statistically significant differences.

### GO and KEGG pathway analyses

GO analysis (http://www.geneontology.org/) and KEGG pathway analysis (http://www.genome.jp/kegg/) were used to investigate the potential biological functions and significant pathways of the altered mRNAs or CNC-associated mRNAs.

### Construction of lncRNA-mRNA co-expression network

According to validated altered lncRNAs and their related mRNAs, we established a CNC network profile to explore the relationship between lncRNAs and mRNAs. We selected Pearson correlation coefficients (PCCs)≥ 0.97 to construct the network utilizing Cytoscape version 2.8.1 software (The Cytoscape Consortium, San Diego, CA, USA) based on the PCCs of correlation analysis of lncRNA and mRNA.

## Results

### Expression profiles of lncRNA and mRNA in CNV mice

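RPE-choroid-sclera complexes, the outer layers of the eye wall, were compared between 3 CNV samples and 3 control samples. Each sample was pooled from 4 eyes. The CNV eyes had received 25 laser spots each and were collected on day 7 after photocoagulation. Each sample was hybridized in a single color to 1 array. The authors deposited the spot intensities of each array as the scanner software (Feature Extraction 11.0.1.1) wrote them, and a table of normalized log2 intensities whose normalization the paper's text does not name. Each column of that table correlated best with the scanner values of its own array, with Pearson's r across probes from 0.991 to 0.994. For the values given here, the log2 processed signal of each spot was set relative to the 75th percentile of its array. Spots that the scanner software marked as outliers were left out, and no spot was saturated. Of 60804 probes, between 35987 and 37683 were well above background on the control arrays (median 37544) and between 35766 and 36702 on the CNV arrays (median 35999). The 36990 probes that were well above background on at least 3 of the 6 arrays were kept. CNV arrays were compared to control arrays with limma's moderated test, which replaces the unpaired t-test of the table notes. The standard errors of log2 fold changes are limma's, moderated toward the spread of all probes, and can differ from those of the printed SDs. The 3 control arrays and CNV 1 lay on slide 1, and CNV 2 and CNV 3 lay on slide 2. The small number of arrays limits the precision of every value. The authors' table lists probes by ID without gene names, so a probe of it was named only where its 6 deposited values equaled the 6 values printed for a transcript in Tables 2-5 to within 1e-06. All 80 transcripts of these tables matched 1 probe each. Where no array of a group had a probe well above background, the difference is given as a bound. The bound sets the mean of the brighter group against the dimmer group's mean, in which each array counts with its lowest signal well above background or with the probe's own signal, whichever was higher.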

To assess the expressions of lncRNAs in CNV compared to control mice, microarray analysis was conducted in the collected RPE-choroid-sclera complexes. Our results showed that 716 lncRNAs were significantly altered in CNV mice compared to control mice: 442 were upregulated and 274 were downregulated (FC≥1.5, P<0.05). 

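With lncRNA and mRNA probes counted together, 2079 of 36989 tested probes passed the paper's thresholds in limma. Of these, 1282 were upregulated and 797 were downregulated in CNV mice compared to control mice. The numbered IDs that most probes carry do not separate lncRNAs from mRNAs, so the count for lncRNAs alone is not given. The authors' deposited values with the methods' t-test, a combination chosen after seeing the data, gave 1030 upregulated and 507 downregulated probes. These are the sums of the numbers that the paper reports for lncRNAs and mRNAs in each direction. Among the 1537 probes of this combination, 1520 also passed the thresholds in limma. Among the alternatives at the same thresholds, background correction by normexp with quantile normalization moved the number of altered probes most, to 761. The median standard deviation within groups was 0.24 on the log2 scale over the kept probes. From the altered lncRNAs of this comparison, the paper concludes that lncRNA expression is changed in CNV mice.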

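All 20 lncRNAs of Table 2 were higher and all 20 lncRNAs of Table 3 were lower in CNV mice than in control mice. For each of these 40 lncRNAs the 3 CNV arrays did not overlap the 3 control arrays, a separation that chance gives for 10% of probes and that 15.2% of the kept probes showed. The 40 were chosen for their difference on these same arrays, so their separation is no separate test. The log2 fold changes of the 17 upregulated lncRNAs with a signal well above background in both groups ranged from 2.05 to 2.82, and those of the 15 such downregulated lncRNAs from -2.91 to -1.15. With the other lncRNAs at their bounds, the medians over 20 were 2.20 and -1.23. limma's adjusted p (Benjamini-Hochberg over the kept probes) was under 0.05 for 19 of the 20 upregulated lncRNAs and for 6 of the 20 downregulated lncRNAs. The paper's own FDR values in Table 2 start at 0.107. No control array had a signal well above background for 3 of the upregulated lncRNAs, and no CNV array for 5 of the downregulated ones. The probes of AK082144, AK047865, AK048117 and AK148935, all listed as intergenic in Table 2, have IDs within 5 numbers of the next one. Their log2 fold changes were 2.14, 2.10, 2.14 and 2.09, respectively.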

The top 20 up- and downregulated lncRNAs are listed in Table 2-3. 

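The probe of AK036888, an intergenic lncRNA, had a log2 intensity of -0.91 ± 0.27 (SD, n = 3) relative to the 75th percentile on the CNV arrays. It was not well above background on any control array. AK036888 was therefore at least 8.35-fold higher in CNV mice (limma's adjusted p = 0.00834). With normexp background correction and quantile normalization its bound was 2.22-fold. Another intergenic lncRNA of Table 2, uc007pgi.1, was at least 4.79-fold higher and was not well above background on any control array either. Its CNV arrays stood at -2.09, -0.17 and -2.87, so its bound leans on CNV 2. The bounds of AK036888 and uc007pgi.1 give no order between these lncRNAs. The probe of ENSMUST00000135495, which overlaps an exon of another transcript in sense, was at 0.41 ± 1.17 (SD, n = 3) on the control arrays and at -2.50 ± 1.30 (SD, n = 3) on the CNV arrays. Its log2 fold change was -2.91 with a moderated standard error of 0.77, and limma's adjusted p was 0.220. The control arrays stood at 1.65, -0.68 and 0.26, and the CNV arrays at -3.04, -1.02 and -3.45. With each array left out in turn, its log2 fold change lay between -3.66 (without CNV 2) and -2.29 (without Control 1). Its fall over all 6 arrays was the largest among the 1643 altered probes that were well above background on all 6 arrays.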

Among the differentially expressed lncRNA transcripts, AK036888 tops among upregulated lncRNAs with an FC of 13.38, whereas ENSMUST00000135495 tops among downregulated lncRNAs with an FC of 7.47. The clustering analysis demonstrated the relevance of lncRNA expression patterns in CNV and control samples by showing the top 20 up- and downregulated lncRNAs (Fig. 1A). 

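Average-linkage clustering of the 40 lncRNAs of Tables 2 and 3 placed the 3 CNV arrays in one cluster and the 3 control arrays in the other. Pearson's r across these lncRNAs was at least 0.951 within groups and at most 0.554 between groups. These lncRNAs were chosen for their difference between the groups. Over all kept probes with a value on every array (36829 probes), the same clustering joined Control 3 with CNV 1 and placed the other 4 arrays together. The mean of Pearson's r across these probes was 0.981 within groups and 0.980 between groups. Of the 10 ways to split the arrays into 3 against 3, 4 had a difference at least as large as the real one (exact permutation test, one-sided p = 0.40, where the smallest possible p is 0.1). Probes are not independent replicates, and r across probes only describes these arrays.

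**Figure D1:**
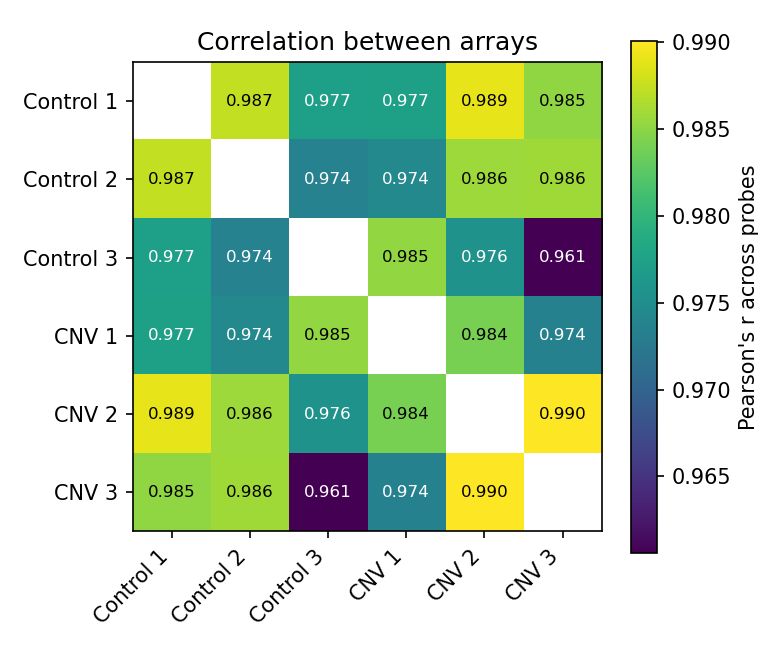
Pearson's r between each pair of the 6 arrays across the kept probes, with arrays in rows and columns and r as color. Control 3 and CNV 1 had an r of 0.985, and Control 3 and CNV 3 had the lowest r, 0.961.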

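In limma, 92.3% of the tested probes differed by less than 1.5-fold between CNV and control mice, lncRNAs and mRNAs together. A fold change of at least 1.5 was reached by 2849 probes, of which 1583 were higher and 1266 were lower in CNV mice. Of these 2849 probes, 770 had an unadjusted p of 0.05 or more. A further 1499 probes had an unadjusted p under 0.05 with a smaller fold change. Among the altered probes, 142 were not well above background on any array of one group, and their fold changes depend on signals near background.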

The variation of lncRNA expression between CNV and control mice is shown in a volcano plot (Fig. 1C) and a scatter plot (Fig. 1E).

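After Benjamini-Hochberg adjustment, limma's p was under 0.05 for 298 probes, with lncRNAs and mRNAs together. These were 283 upregulated and 15 downregulated probes, and all 298 had an FC of at least 1.5. For 23 of the upregulated probes no control array was well above background. On the same values, the methods' t-test left 0 probes at an adjusted p under 0.05. Its smallest adjusted p was 0.0802, and 3364 probes had an unadjusted p under 0.05. With each array left out in turn, limma's count at the adjusted p lay between 1 (without CNV 2) and 116 (without Control 2). With the slide as a block the count was 18, of which 7 were among the 298.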

We also identified that 821 mRNAs were significantly altered in CNV mice compared to control mice: 588 were upregulated and 233 were downregulated (FC≥1.5 , P<0.05). The top 20 significantly altered mRNA are shown in Table 4-5. 

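All 20 mRNAs of Table 4 were higher and all 20 of Table 5 were lower in CNV mice, without overlap between the arrays of the groups. The log2 fold changes of the 15 upregulated mRNAs with a signal well above background in both groups ranged from 2.26 to 4.04, and those of the 15 such downregulated mRNAs from -1.83 to -1.15. With the other mRNAs at their bounds, the medians over 20 were 2.81 and -1.20. limma's adjusted p was under 0.05 for 18 of the 20 upregulated mRNAs and for 4 of the 20 downregulated ones. No control array was well above background for 5 of the upregulated mRNAs, among them Il7r, which was at least 5.00-fold higher in CNV mice. No CNV array was well above background for 5 of the downregulated mRNAs, among them Mbp, which was at least 1.85-fold lower. Pira1, Pira2, Pira6, Pira7 and Pira11 belong to one family of similar receptors on chromosome 7, and Try4 and Try5 and the Cd200r genes are also close relatives. A probe of one member can bind RNA of another, so their separate values are uncertain.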

Among those upregulated mRNAs, Aplnr (NM_011784) tops with an FC of 11.11, while expression of Prpmp5 (NM_001024705) tops among downregulated genes with FC of 3.61. 

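Aplnr, which encodes the apelin receptor and lies on chromosome 2 in Table 4, was at -3.73 ± 0.12 (SD, n = 3) on the control arrays and at -0.27 ± 0.17 (SD, n = 3) on the CNV arrays. The log2 fold change was 3.47 with a standard error of 0.16, an FC of 11.1, and limma's adjusted p of 0.00264 was the smallest of all probes. Its rise was the largest among the altered probes that were well above background on all 6 arrays. Try4 had a log2 fold change of 4.04, but only 1 of its 3 control arrays was well above background. With the other 2 at the lowest signal well above background its log2 difference was 2.82. Prpmp5, on chromosome 6, fell from 3.90 ± 0.60 (SD, n = 3) to 2.07 ± 0.56 (SD, n = 3). Its log2 fold change was -1.83 with a standard error of 0.38, an FC of 3.56, and limma's adjusted p was 0.115. With each array left out in turn, the log2 fold change of Aplnr stayed between 3.39 and 3.55 and that of Prpmp5 between -2.15 and -1.54.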

The heatmap plot revealed the clustering analysis among mRNA expression patterns by presenting the top 20 up- and downregulated mRNAs in the collected samples (Fig. 1B). 

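Clustering of the 40 mRNAs of Tables 4 and 5 also separated the 3 CNV arrays from the 3 control arrays. Pearson's r across these mRNAs was at least 0.969 within groups and at most 0.736 between groups. These mRNAs, too, had been chosen for their difference between the groups.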

A volcano plot (Fig. 1D) and a scatter plot (Fig. 1F) showed the variation of mRNA expression between CNV and control mice.

### Validation of the microarray data of lncRNAs by qRT-PCR

To validate the accuracy and reliability of the microarray profiling data, seven lncRNAs (uc009ewo.1, AK148935, uc029sdr.1, ENSMUST00000132340, AK030988, uc007mds.1, ENSMUST00000180519) were randomly selected for qRT-PCR. 

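Of the 7 lncRNAs chosen for qRT-PCR, 4 are printed with their array values in Tables 2-3 and could be named on the arrays. On the log2 scale relative to the 75th percentile, uc009ewo.1 rose from -2.0 ± 0.28 (SD, n = 3 control arrays) to 0.50 ± 0.39 (SD, n = 3 CNV arrays), an FC of 5.67. AK148935 rose from -1.0 ± 0.35 to 1.09 ± 0.14, an FC of 4.24. For uc029sdr.1 the values were 1.32 ± 0.19 in control mice and 3.40 ± 0.04 in CNV mice, also an FC of 4.24. AK030988 went down from 2.27 ± 0.36 to 0.84 ± 0.27, an FC of 2.69. In limma, the adjusted p over all kept probes was 0.0115 for uc009ewo.1, 0.0122 for AK148935, 0.00775 for uc029sdr.1 and 0.0528 for AK030988. Adjusted over the list alone, all 4 were under 0.05, but these 4 could be named only because Tables 2-3 print them among the most altered lncRNAs, so this count is not independent evidence. Without CNV 2, limma's adjusted p over all kept probes was under 0.05 for 0 of the 4. With the slide as a block, the comparison rests on CNV 1 against the 3 control arrays. The log2 fold changes were then 2.86 for uc009ewo.1, 1.95 for AK148935, 2.13 for uc029sdr.1 and -1.73 for AK030988. GAPDH, to which the qRT-PCR was normalized, had 20 spots on each array. Their mean was 8.99 ± 0.16 (SD, n = 3) in control mice and 9.12 ± 0.14 (SD, n = 3) in CNV mice. The log2 fold change of GAPDH was 0.13 with a standard error of 0.16 (limma's adjusted p = 0.900). The qRT-PCR values themselves were not analysed here.

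**Figure D2:**
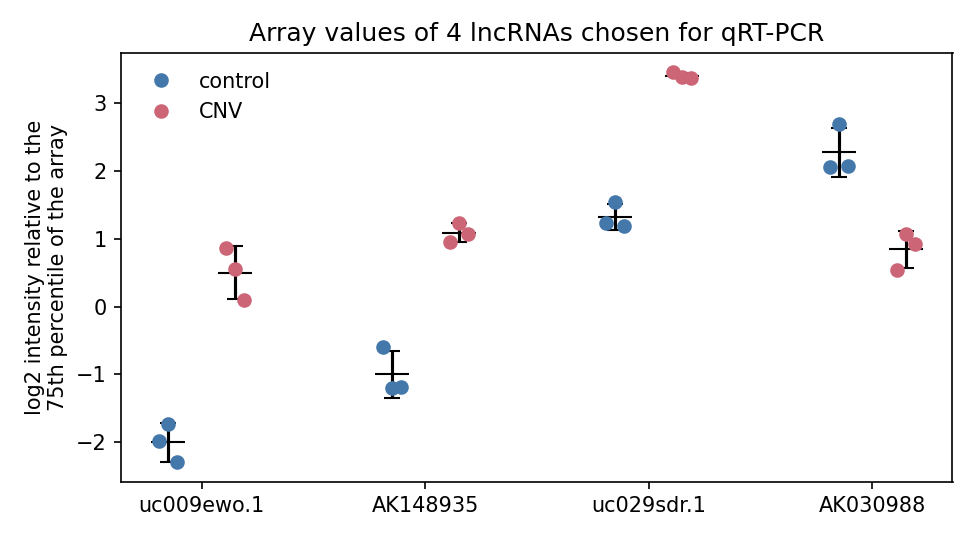
Log2 intensity relative to the 75th percentile of the array for 4 lncRNAs, with 1 point per array, control arrays in blue and CNV arrays in red. Bars are the mean and the SD of 3 arrays, and the CNV points of uc009ewo.1, AK148935 and uc029sdr.1 lie above the control points, those of AK030988 below them.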

The qRT-PCR results are consistent with the microarray analyses where expression of lncRNAs AK148935, ENSMUST00000132340, uc009ewo.1 and uc029sdr.1 were significantly upregulated and expression of lncRNAs AK030988, ENSMUST00000180519 and uc007mds.1 were significantly downregulated in CNV mice compared to control mice (Fig. 1G).

### GO and KEGG pathway analyses of altered genes

GO analyses of the 821 altered mRNAs showed that upregulated genes were enriched in immune system process (ontology: biological process, GO: 0002376), extracellular region (ontology: cellular component, GO: 0005576) and protein binding (ontology: molecular function, GO: 0005515) (Fig. 2A); while downregulated genes were enriched in anion transport (ontology: biological process, GO:0006820), plasma membrane region (ontology: cellular component, GO: 0098590) and secondary active transmembrane transporter activity (ontology: molecular function, GO: 0015291) (Fig. 2B).

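The enrichment was not computed again here, because few mRNAs beyond the 40 of Tables 4 and 5 could be named. Among the 20 upregulated mRNAs of Table 4, 16 were found in the reference annotation, and 8 of these belong to the Reactome set Immune System. These are Cd200r2, Cd200r4, Clec4e, Ctss, Il7r, Itgb2, Try4 and Try5. Among the 20 downregulated mRNAs of Table 5, all of which were found, only Phlpp2 belongs to it. Ctss rose from -0.85 ± 0.35 (SD, n = 3) to 1.71 ± 0.34 (SD, n = 3) on the log2 scale (limma's adjusted p = 0.0115), and Itgb2 rose from -0.40 ± 0.30 (SD, n = 3) to 1.87 ± 0.43 (SD, n = 3) (limma's adjusted p = 0.0174).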

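Cxcr1 is the only one of the 40 mRNAs of Tables 4 and 5 in the Reactome set of chemokine receptors and their ligands. Its log2 fold change was 2.81 with a standard error of 0.41 (limma's adjusted p = 0.0355), and 1 of its 3 control arrays was well above background. Il7r, a cytokine receptor, had an adjusted p of 0.0103 in limma and was well above background on the 3 CNV arrays only. None of the 20 downregulated mRNAs of Table 5 is in the Reactome sets of GABA receptor activation or of the phototransduction cascade. These 20 are only a part of the downregulated mRNAs, and the Reactome sets are not the KEGG pathways. Their absence therefore does not bear on the paper's enrichment.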

KEGG pathway analysis of those differentially expressed mRNAs found that the upregulated genes were enriched in chemokine signaling pathway, cytokine-cytokine receptor interaction and *staphylococcus aureus* infection (Fig. 2C), while the downregulated genes were enriched in GABAergic synapse, Hippo signaling pathway and phototransduction (Fig. 2D).

### CNC networks with GO and KEGG analyses

LncRNA and mRNA co-expression network was established based on 7 validated altered lncRNAs as well as 282 interacted mRNAs which were differentially expressed. 

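Over the 6 arrays, the 4 named lncRNAs uc009ewo.1, AK148935, uc029sdr.1 and AK030988 were set against the 2056 other altered probes with a value on every array, lncRNAs and mRNAs together. A pair was joined where the absolute Pearson's r was at least 0.97. Of these probes, 430 were joined to at least 1 of the lncRNAs and 2 were joined to all 4. The 3 CNV arrays and the 3 control arrays form separate groups, and every altered probe differs between them. An r over the 6 arrays therefore reflects this difference in part, together with the variation within groups.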

The CNC network was composed of 289 nodes and 713 edges. 

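The 4 named lncRNAs had 691 edges to altered probes, of which 606 were positive and 85 were negative. With the threshold on absolute r at 0.95 there were 1299 edges, and at 0.99 there were 150.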

There were 512 positive and 201 negative interactions within the network (Fig. 3). 

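uc029sdr.1 was joined to 255 altered probes, uc009ewo.1 to 219, AK148935 to 149 and AK030988 to 68, lncRNA and mRNA probes together. The arrays of the altered probes were then permuted within each group, which keeps the difference between the groups and breaks the pairing of arrays. Over the 36 permutations the total number of edges ranged from 397 to 717 with a median of 549. A total as large as that of the arrays as measured, 691, came up in 4 of the 36 (exact permutation test, one-sided p = 0.111). For uc009ewo.1 the median was 125.5 edges and no other permutation reached 219 (exact one-sided p = 0.0278, the smallest that 36 permutations can give, or 0.111 adjusted over the 4 lncRNAs). For uc029sdr.1 the median was 212 edges, and 2 of the 36 had as many as measured (exact one-sided p = 0.0556, adjusted 0.111). For AK148935 and AK030988 the medians of 169 and 67 edges were about as high as the numbers measured (exact one-sided p = 0.667 and 0.50).

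**Figure D3:**
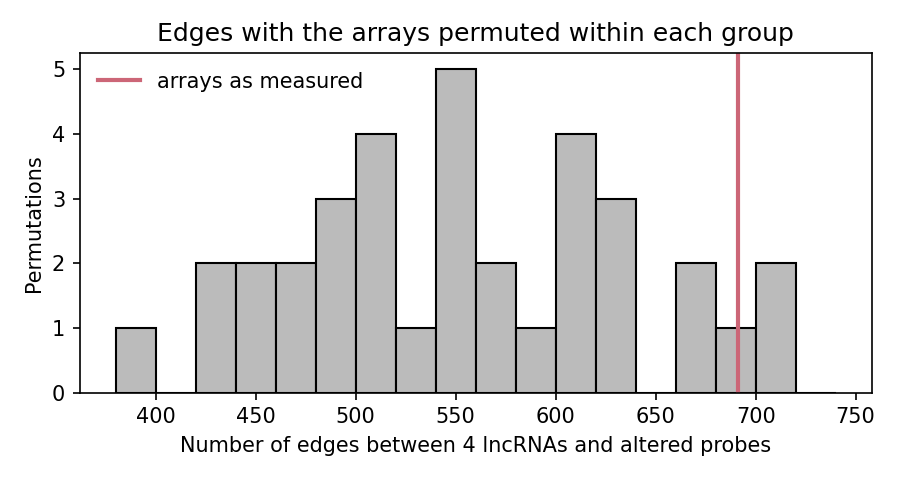
Histogram of the number of edges between the 4 lncRNAs and the altered probes when the arrays are permuted within each group. Bars count permutations, and the vertical line marks the 691 edges of the arrays as measured, which lies near the upper end of the range from 397 to 717.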

The lncRNA uc009ewo.1 is correlated with 138 mRNAs, ENSMUST00000132340 is correlated with 132 mRNAs, uc029sdr.1 is correlated with 152 mRNAs, ENSMUST00000180519 is correlated with 127 mRNAs, AK148935 is correlated with 76 mRNAs, while uc007mds.1 and AK030988 are correlated with 49 and 39 mRNAs respectively. 

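Clec4e, a gene on chromosome 6, was not well above background on any control array and was at least 3.86-fold higher in CNV mice (limma's adjusted p = 0.0171). Pira6 was at least 2.81-fold higher and was also not well above background on any control array (limma's adjusted p = 0.0126). Under 18 other settings, the adjusted p was no longer under 0.05 in 11 for Clec4e and in 9 for Pira6. With normexp background correction and quantile normalization, the bounds were 1.51-fold for Clec4e and 1.36-fold for Pira6. Clec4e reached the threshold of 0.97 with 2 of the 4 named lncRNAs, uc009ewo.1 and AK148935. Pira6 reached it with 1 of the 4, uc029sdr.1. With the authors' deposited values, Clec4e was joined to all 4 and Pira6 again to uc029sdr.1 only. Of the 40 mRNAs of Tables 4 and 5, 21 were joined to at least 1 of the 4 lncRNAs.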

According to the networks, the most relevant mRNAs are B430306N03Rik, C-type lectin receptor 4e (Clec4e) and paired immunoglobulin-like receptor A6 (Pira6), all correlated with 6 lncRNAs. To predict the functions of the lncRNAs, GO analyses and KEGG pathway analyses of those interacted mRNAs which were differentially expressed were conducted based on the results of the co-expression network. GO analysis showed that the most enriched GO terms of the targeted genes were immune system process (ontology: biological process, GO: 0002376), plasma membrane (ontology: cellular component, GO: 0005886) and protein binding (ontology: molecular function, GO: 0005515) (Fig. 4A). KEGG pathway analysis showed those targeted mRNAs were enriched in chemokine signaling pathway, osteoclast differentiation and cytokine-cytokine receptor interaction (Fig. 4B).

## Discussion

Despite several studies reported important roles of particular lncRNAs such as ZNF503-AS1 and BANCR in RPE cells through *in vitro* studies 22, 23, none of them have investigated the role of lncRNAs in CNV. The present study profiled lncRNA and mRNA expression in the mouse model of laser-induced CNV by integrated microarray analysis. We identified 821 significantly altered mRNAs (588 upregulated; 233 downregulated) and 716 differentially expressed lncRNAs (442 upregulated; 274 downregulated) in the RPE-choroid-sclera complexes from CNV mice compared to control mice. Validation of seven randomly chosen lncRNAs by qRT-PCR further confirmed the reliability of microarray analysis. The profiles of the lncRNAs and mRNAs in CNV mice provide novel insights into our understanding of the pathogenesis of CNV.

A number of studies have reported that different cytokines, such as IL-10, IL-12, IFN-γ, IL-17, IL-18 and IL-33, may play a role in the pathogenesis of CNV 33-37. The pro- and anti-angiogenic effects of the cytokines relevant to Th1, Th2 and Th17 cells, participate in a complicated immunological network 38. It has been reported that the number of macrophages increased significantly after laser photocoagulation 24, and M1-M2 polarization of macrophages have diverse distributions and functions in laser-induced CNV as well as in wet AMD 39-41. Pro-inflammatory M1 macrophages increased in the site of CNVs 39, suggesting that inflammation might play a key role in the pathogenesis of CNV and AMD. Our GO analyses showed that the most upregulated genes participate in immune system process, whereas the downregulated genes participate in plasma membrane region. Moreover, the KEGG pathway analysis revealed that the functions of altered genes are enriched in the chemokine signaling pathway, cytokine-cytokine receptor interaction and the GABAergic synapse. Similarly, GO and KEGG pathway analyses of the lncRNA-interacted mRNAs showed that the most enriched GO terms are associated with immune system process and immune response, and the most enriched KEGG pathway is also chemokine signaling pathway. These analyses demonstrated that CNV might be mainly immune-regulated by cytokines and chemokines.

Macrophage inducible Ca2+-dependent lectin receptor (Mincle) is a member of the C-type lectin family of immune receptors, which encoded by the gene of Clec4e, and Clec4e is also a type 2 transmembrane receptor 42. As the CNC network analysis showed, Clec4e is a significantly altered gene correlated with 6 validated lncRNAs. *Lv et al.* reported that clec4e is induced specifically on M1 macrophages, and it plays an essential role in maintaining the phenotype of M1 macrophage in acute renal inflammation 43. Another study showed that that Clec4e enhanced proinflammatory phenotype of macrophages through activation of the unfolded protein response 44. Our previous study demonstrated that M1 macrophages mainly distribute around the site of CNVs, and inflammatory M1 macrophage-associated cytokines increased in RPE and choroid in laser-induced CNV mouse model 39. Thus Clec4e, as well as macrophage polarization are possibly involved in mRNA-lncRNA network.

Nevertheless, the relevance of lncRNAs and cytokines or macrophages in intraocular neovascularization is still unclear. Our GO analysis suggested that several altered lncRNAs are involved in the regulation of cytokines and immunological networks in the pathogenesis of CNV, however, further studies should be guaranteed to investigate the exact functions and mechanisms of the dysregulated lncRNAs. Chemokines are a group of small chemoattractant cytokines, which play great roles in inflammation and regulating angiogenesis as well as macrophage polarization 45, 46. Studies have shown that chemokine (C-X-C motif) ligand 8 (CXCL8) and monocyte chemoattractant protein-1 (MCP-1), and chemokine receptors such as CXC chemokine receptor 3 (CXCR3) have been reported to be involved in CNV and AMD pathogenesis 47, 48. A study showed that miR-539-5p attenuates experimental CNV through targeting CXC chemokine receptor 7 (CXCL7) 49, indicating that non-coding RNAs are involved in the functional effect of chemokines and their receptors that contribute to the formation of CNV. In the present study, GO and KEGG analyses showed that altered genes enriched in immune system process, immune response, chemokine signaling pathway and cytokine-cytokine receptor interaction, indicating that lncRNAs may regulate chemokines, cytokines and their receptors in the pathogenesis of CNV formation through their target genes. Thus, it is worth further investigate the mechanisms of involvement of lncRNAs in chemokines and chemokine receptors in CNV and AMD.

*Zhu et al.* presented identified lncRNAs involved in early AMD 21. In that study, GO and KEGG analyses showed that lncRNA-related genes enriched different functions, such as visual perception, sensory perception of light stimuli, and phototransduction pathway, but not immunological regulations. It might because that study focused on early-stage AMD patients without geographic atrophy and CNV, and our present study investigated the pathogenesis of CNV, which demonstrated different roles of lncRNAs in AMD.

We recently demonstrated that both mRNAs and lncRNAs have differential expression profiles in the oxygen-induced retinopathy (OIR) mouse model 20, which is used for investigation of retinal neovascular diseases. We recognized 539 altered mRNAs and 373 altered lncRNAs in OIR retinas (FC≥2.0, P<0.05) 20. And we tried to check the intersection of altered RNAs in both models, and identified 161 mRNAs and 53 lncRNAs which altered in OIR as well as CNV models, and the majority of the RNAs have the same trend of alteration. For instance, ENSMUST00000165968 and CD68 were up-regulated in both models, while ENSMUST00000144657 and cpa2 were down-regulated in both models. These double-dysregulated mRNAs and lncRNAs might play more essential roles in angiogenesis, and this suggested that lncRNAs could have potential roles in the pathogenesis of ocular neovascular diseases.

In conclusion, the present study reveals that lncRNAs and mRNAs are significantly altered in CNV mice through microarray analysis. Further, GO and pathway analyses indicate that altered lncRNAs are not only involved in biological processes of immune mechanisms and inflammation but also are involved in the related pathways which might contribute to CNV and AMD pathogenesis. In particular, immunological networks, including cytokines, chemokines and their receptors are mainly involved and relevant to the effect of lncRNAs in CNV. The limitation of this study is the lack of functional assessment of the identified lncRNA and mRNAs. Therefore, further studies are required to investigate the potential roles and exact mechanisms of the altered lncRNAs and mRNAs in CNV.

## Figures and Tables

**Figure 1:**
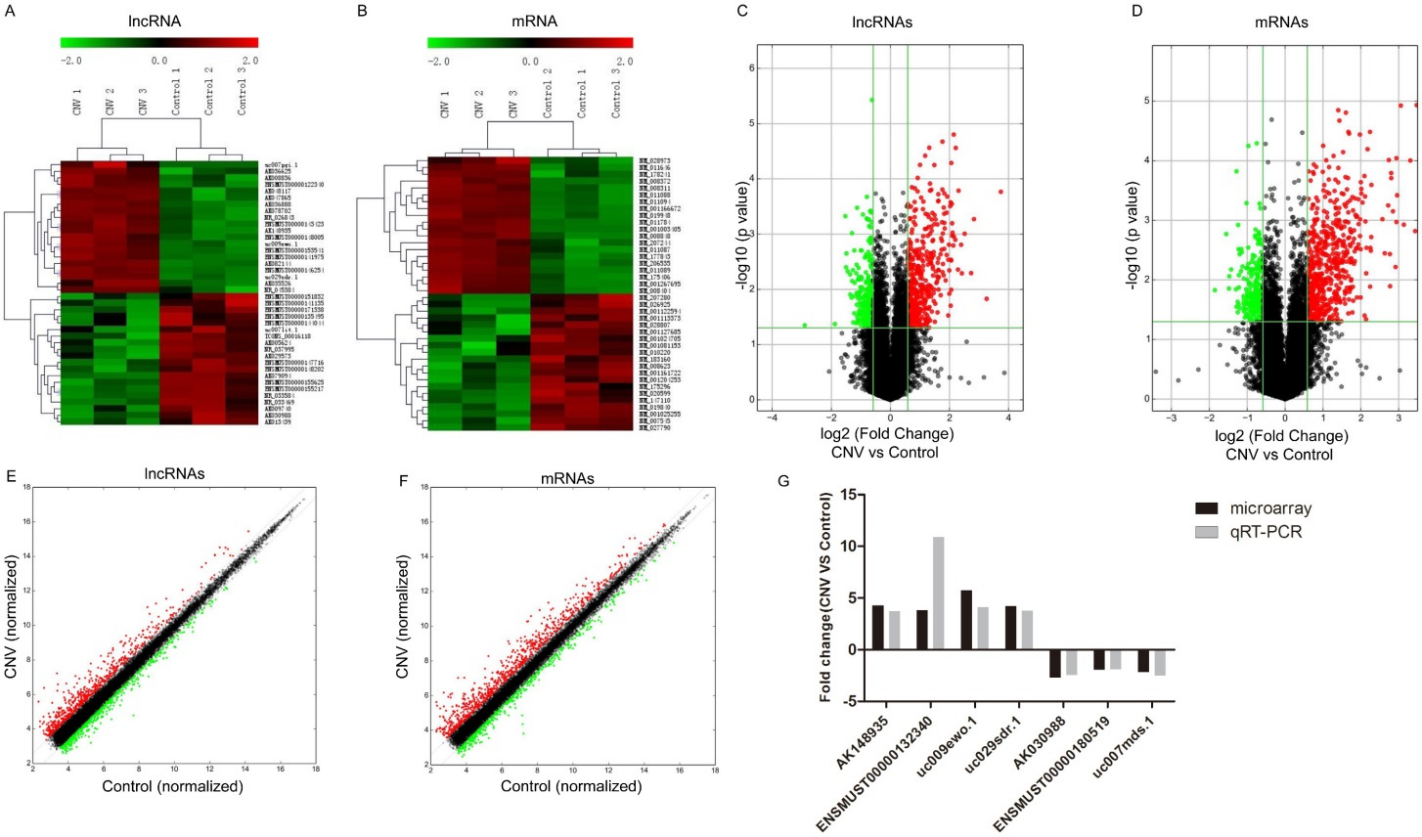
** Altered expressions of lncRNAs and mRNAs between CNV group and control group by microarray.** Heat map and hierarchical clustering analysis of the top 20 up- and downregulated lncRNAs (A) and mRNAs (B) between CNV and control samples. The top column represents lncRNA and mRNA relative expression varies according to the color scale. The volcano plot presents all identified lncRNA (C) and mRNA (D) expression variation between the CNV and control samples. The horizontal green line shows the default 1.5-fold change and the vertical green line represents a P-value of 0.05. The red and green plots represent up- and downregulated RNAs with FC≥1.5 and P<0.05. The scatter plot presents all identified lncRNA (E) and mRNA (F) expression variation between the CNV and control samples. The x-axis and y-axis values are each sample's normalized values (log2 transformed). The gray line shows the default 1.5-fold changes. The red and green plots represent altered RNAs with FC≥1.5. The qRT-PCR validation of seven randomly selected lncRNAs: AK148935, ENSMUST00000132340, uc009ewo.1, uc029sdr.1, AK030988, ENSMUST00000180519, uc007mds.1 (G).

**Figure 2:**
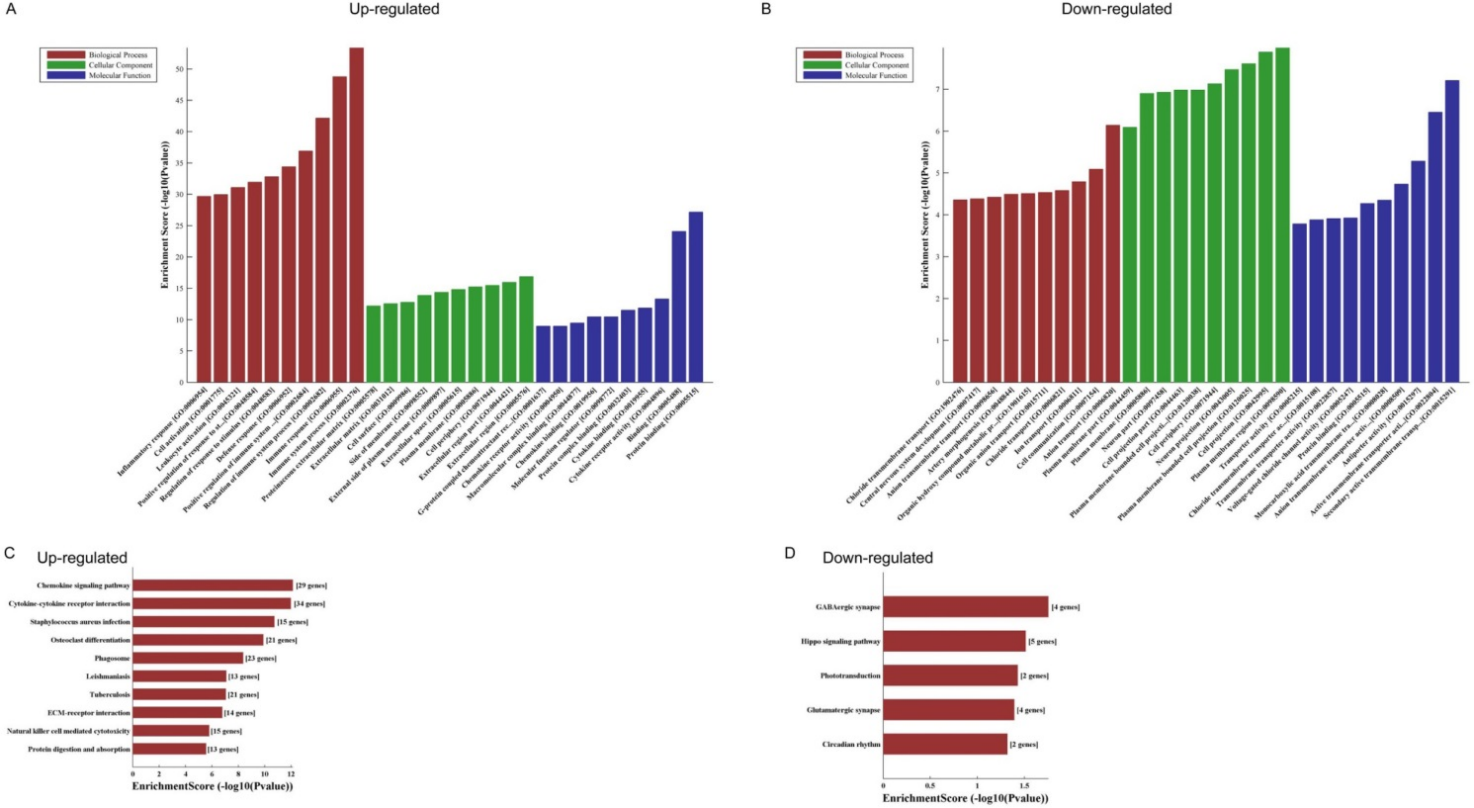
** The GO and KEGG analyses of altered mRNAs.** The GO analyses of up- (A) and downregulated (B) mRNAs. KEGG pathway analysis of altered mRNAs indicated: the top 10 significant enriched pathways of the upregulated genes (C), and the top 5 significant enriched pathways of the downregulated genes (D).

**Figure 3:**
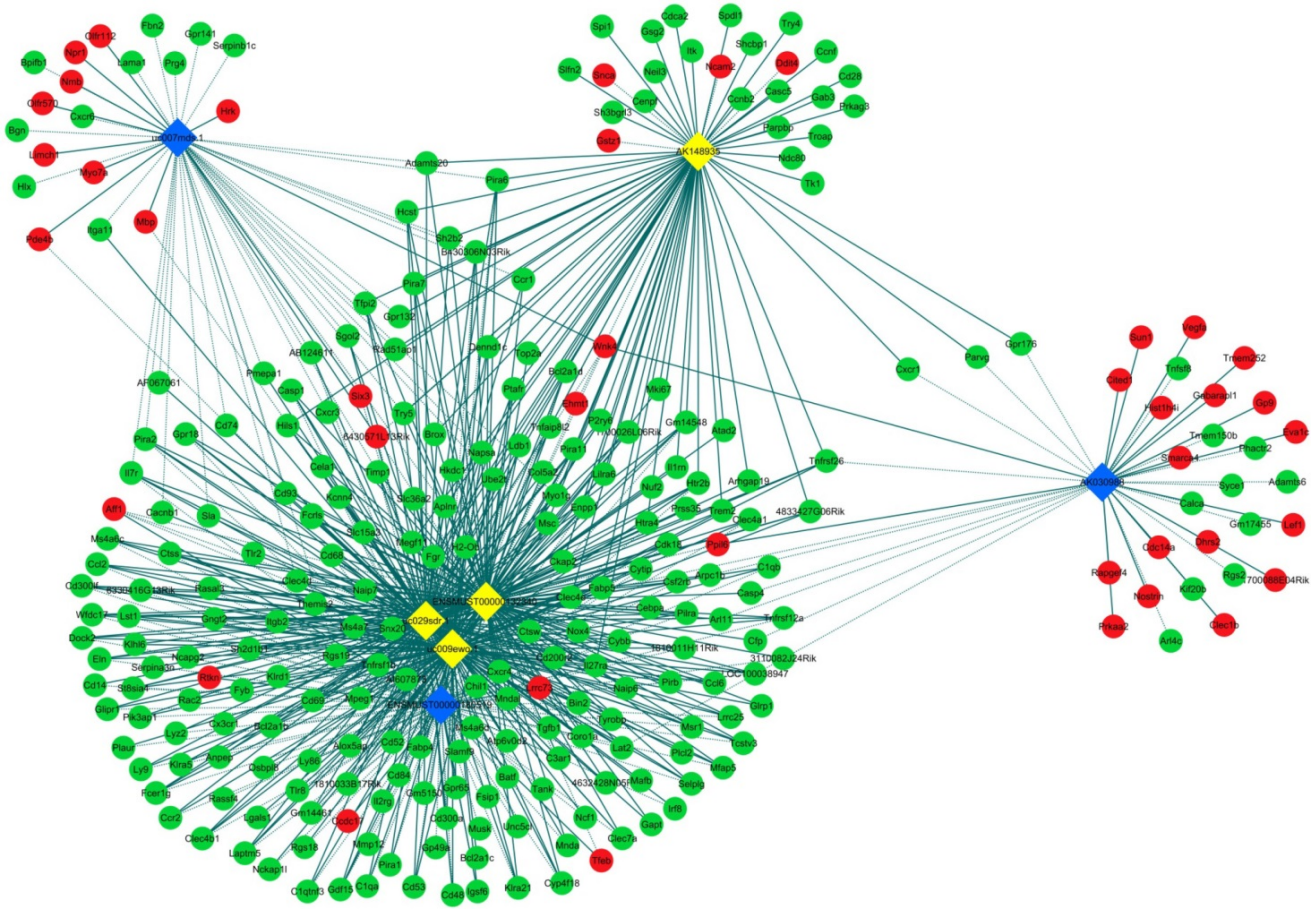
** CNC networks by validated lncRNAs.** The co-expression network profiles of lncRNAs and mRNAs based on 7 validated lncRNAs and correlated mRNAs which were differentially expressed. This co-expression network composed of 713 edges and 289 nodes. The diamond nodes represent lncRNAs, in which yellow denotes upregulated lncRNAs and blue denotes downregulated lncRNAs. The round nodes represent mRNAs, in which green denotes upregulated mRNAs and red denotes downregulated mRNAs. Continuous and dotted lines indicate positive and negative interactions between lncRNAs and mRNAs, respectively.

**Figure 4:**
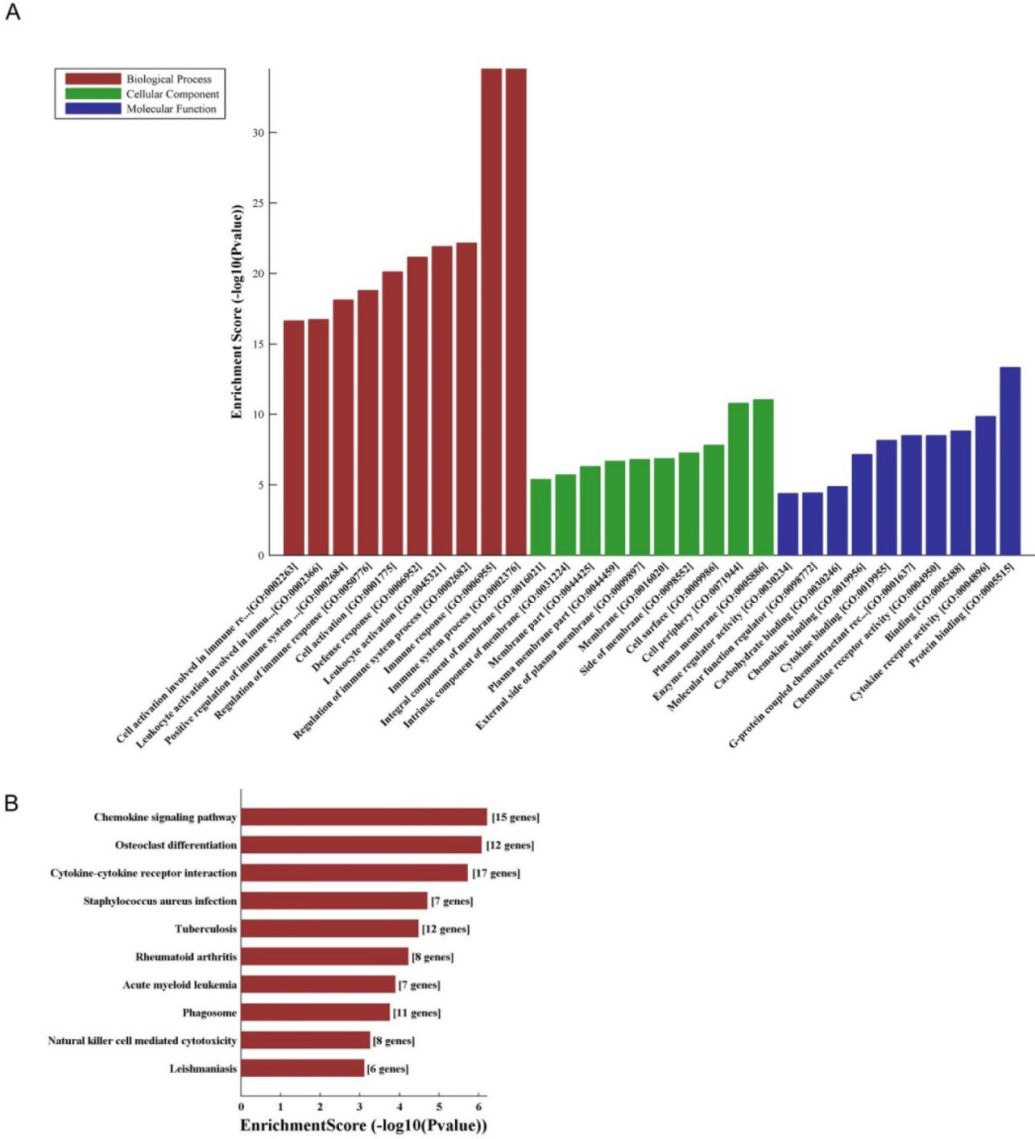
** The GO and KEGG analyses of interacted and altered mRNAs in CNC networks.** GO analysis of the CNC-associated altered mRNAs (A). KEGG pathway analysis of the CNC-associated altered mRNAs (B).

**Table 1:** Sequence of the primers for lncRNAs.

	Forward and reverse primer	Tm (℃)	Product length (bp)
GAPDH (MOUSE)	F:5' CACTGAGCAAGAGAGGCCCTAT3' R:5' GCAGCGAACTTTATTGATGGTATT3'	60	144
uc009ewo.1	F:5' GGTAAGTCCCCACTATCATTCTC 3' R:5' AAACACCTTTGCCCTCCTC 3'	60	184
AK148935	F:5' TTTGTTGGCTGCCTTCTTTC 3' R:5' TGACTAACCTGTGAGTGTCCCTA 3'	60	72
uc029sdr.1	F:5' CTCTTGATGTATCCCAGGGTG 3' R:5' CAGGAAACACAATGCTACTCTC 3'	60	210
ENSMUST00000132340	F:5' CGGAATGTTACTGCCCATAG 3' R:5' TGGTCATTAGGATAAGTTCTGG 3'	60	254
AK030988	F:5' TGGGACCTAAGGATGGAAGA 3' R:5' AGACCAGAGCCAATGTGAGC 3'	60	167
uc007mds.1	F:5' TTCAGCCCCGACGAGCAC 3' R:5' GAAAGGGTTTGTTCGGCTCAC 3'	60	187
ENSMUST00000180519	F:5' TCTGGTTCTCGGCTATGTGC 3' R:5' AACAACAGCACAAACAGGGT 3'	60	129

Tm: temperature. bp: base pair.

**Table 2:** Top 20 significantly up-regulated lncRNAs.

Sequence Name	P-value	FDR	Fold Change	Regulation	Strand	Relationship	CNV 1	CNV 2	CNV 3	Control 1	Control 2	Control 3
AK036888	0.000171	0.150561	13.378940	up	-	intergenic	6.585418	6.480785	6.071276	3.077727	2.512265	2.321811
uc007pgi.1	0.014847	0.390976	9.578848	up	-	intergenic	5.211190	7.107776	4.430212	2.325983	2.321827	2.321811
AK078702	0.000536	0.150561	7.117427	up	-	intergenic	6.359641	6.132188	6.161450	3.862077	3.371296	2.925838
AK035526	0.005083	0.298875	6.657825	up	+	natural antisense	5.724644	7.089529	7.076339	4.231499	3.878298	3.575563
uc009ewo.1	0.000984	0.182037	5.719433	up	-	intron sense-overlapping	8.163315	7.829017	7.371524	5.300458	5.566779	4.949003
AK036625	0.005126	0.298875	5.353162	up	-	intergenic	5.726749	5.680111	5.143081	2.325983	3.345529	3.617254
ENSMUST00000148005	0.001561	0.218932	5.264145	up	+	exon sense-overlapping	6.509248	6.302205	5.601678	3.998450	3.479648	3.746437
ENSMUST00000153541	0.000164	0.150561	4.957192	up	+	exon sense-overlapping	11.456490	11.349358	10.999685	9.005207	9.098501	8.773256
AK008836	0.004393	0.293747	4.888444	up	-	intronic antisense	7.371524	6.772026	6.602773	4.573347	5.202004	4.102845
ENSMUST00000146254	0.000028	0.106609	4.640225	up	-	exon sense-overlapping	7.526886	7.218386	7.363228	5.129217	5.254380	5.082319
NR_026843	0.001265	0.203615	4.591574	up	-	natural antisense	6.264922	6.398417	5.991045	4.478630	3.930072	3.648715
ENSMUST00000122340	0.001105	0.191468	4.442445	up	-	intronic antisense	8.984519	8.526921	8.527271	6.376287	6.936308	6.272055
AK082144	0.000016	0.106609	4.424734	up	-	intergenic	6.554079	6.639836	6.746826	4.380675	4.513834	4.609461
AK048117	0.001609	0.221747	4.382340	up	-	intergenic	9.343423	9.431755	9.431267	7.627238	6.720520	7.463583
ENSMUST00000143423	0.000941	0.181475	4.307678	up	+	exon sense-overlapping	4.561347	5.009892	4.564078	2.963872	2.321827	2.528887
AK148935	0.000638	0.156222	4.263167	up	-	intergenic	8.259856	8.525405	8.333067	6.682964	6.086507	6.073080
AK047865	0.001065	0.191468	4.256438	up	-	intergenic	9.039629	8.963352	9.098866	7.275191	6.469285	7.088430
ENSMUST00000141975	0.000283	0.150561	4.232972	up	-	exon sense-overlapping	6.736901	6.384502	6.153523	4.416513	4.338800	4.274602
uc029sdr.1	0.000052	0.120829	4.185189	up	+	intergenic	10.768113	10.641598	10.589025	8.507404	8.798939	8.496515
NR_045384	0.010196	0.362008	4.172997	up	+	intergenic	5.724329	5.884554	5.893274	4.532355	3.801238	2.985313

P-values were calculated using unpaired t-test. 

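From the deposited log2 values, an unpaired t-test with equal variances gave the printed P-values of all 80 transcripts in Tables 2-5 to within 1e-06. The printed fold change of each transcript was 2 raised to the difference between the group means of the log2 values, to within 0.01% for all 80. It is therefore a ratio of geometric means.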

FDR: false discovery rate. Fold change: the absolute ratio (no log scale) of average normalized intensities between CNV group and control group. CNV 1 to 3 and Control 1 to 3: each sample's normalized intensity (log2 scale). Hereinafter the same.

**Table 3:** Top 20 significantly down-regulated lncRNAs.

Sequence Name	P-value	FDR	Fold Change	Regulation	Strand	Relationship	CNV1	CNV2	CNV3	Control1	Control2	Control3
ENSMUST00000135495	0.044869	0.516189	7.465422	down	-	exon sense-overlapping	4.264994	6.259270	3.847529	8.927113	6.595256	7.550095
ENSMUST00000151832	0.042431	0.506906	3.682991	down	+	exon sense-overlapping	3.973213	5.239059	4.472576	5.519285	6.476424	7.331772
AK079094	0.000472	0.150561	2.875171	down	-	natural antisense	4.097720	3.991172	3.967711	5.716774	5.645347	5.265424
ENSMUST00000171338	0.003991	0.284707	2.831007	down	-	exon sense-overlapping	4.347292	4.591844	4.052868	6.017756	5.435850	6.042344
ENSMUST00000147716	0.002243	0.244886	2.805529	down	-	intergenic	7.029440	6.772935	7.329016	8.414517	8.813207	8.368486
AK030988	0.004724	0.293747	2.720887	down	-	intergenic	7.828629	8.353325	8.177764	9.318910	9.964228	9.408810
ENSMUST00000148202	0.005363	0.303718	2.572706	down	-	intergenic	3.028002	2.478576	3.041757	3.901149	4.463217	4.273829
AK005624	0.012396	0.380110	2.559854	down	+	bidirectional	4.166821	3.256077	3.443728	5.159213	5.085467	4.690131
AK009740	0.014086	0.383884	2.485166	down	-	bidirectional	2.530040	3.314212	2.545198	4.152919	4.397770	3.778787
ENSMUST00000155217	0.000964	0.182037	2.460863	down	-	intronic antisense	7.949919	8.236430	8.067902	9.477743	9.536148	9.137853
NR_037995	0.007062	0.335485	2.453643	down	-	bidirectional	7.028992	6.600705	6.301580	8.136388	8.017734	7.661932
ENSMUST00000155625	0.004510	0.293747	2.406930	down	-	exon sense-overlapping	2.323709	2.787010	2.712476	4.039022	4.044215	3.541541
uc007lit.1	0.039689	0.498925	2.389210	down	+	natural antisense	3.383898	2.440709	2.323922	3.760049	4.469326	3.688754
ENSMUST00000141135	0.027081	0.445563	2.334129	down	+	exon sense-overlapping	3.241041	2.759476	2.558381	3.748812	3.811546	4.667192
NR_033584	0.001977	0.240414	2.331771	down	+	intergenic	4.933888	5.203815	5.150325	6.451165	6.479938	6.021205
TCONS_00016118	0.007575	0.340233	2.312752	down	-	intronic antisense	5.561865	5.562532	4.940521	6.790447	6.549662	6.353641
AK029573	0.013265	0.380110	2.305416	down	+	natural antisense	4.500548	3.852448	3.562495	5.301173	5.106782	5.122617
ENSMUST00000144044	0.040861	0.503207	2.225878	down	+	exon sense-overlapping	4.548734	5.325275	4.294675	6.335644	5.575793	5.720369
NR_033469	0.005124	0.298875	2.225231	down	+	intergenic	6.507724	6.533446	6.704603	7.941327	7.926619	7.339692
AK013439	0.011666	0.378564	2.208164	down	+	intergenic	6.454914	6.874332	6.432539	7.343084	8.090536	7.756705

**Table 4:** Top 20 significantly up-regulated mRNAs.

Sequence Name	Gene Symbol	P-value	Fold Change	Regulation	Chrom	CNV 1	CNV 2	CNV 3	Control 1	Control 2	Control 3
NM_011784	Aplnr	0.000012	11.110603	up	chr2	7.033988	6.843315	7.167412	3.528313	3.702581	3.392226
NM_011646	Try4	0.001518	10.794919	up	chr6	5.868813	6.207469	6.427937	3.563739	2.321827	2.321811
NM_008372	Il7r	0.000099	9.886701	up	chr15	6.023879	5.297020	5.565189	2.325983	2.321827	2.321811
NM_177843	Gm14461	0.001185	8.779374	up	chr2	7.331272	7.067940	6.677774	3.347988	4.486817	3.839826
NM_001003405	Try5	0.000012	8.310638	up	chr6	5.221975	5.431142	5.596919	2.325983	2.437364	2.321811
NM_206535	Cd200r2	0.000381	7.767570	up	chr16	6.312686	6.182743	5.670891	2.734021	3.294071	3.265839
NM_175406	Atp6v0d2	0.001067	7.672187	up	chr4	10.914325	10.474780	10.348221	7.376840	8.241582	7.299991
NM_011089	Pira2	0.000091	7.671351	up	chr7	6.094800	5.933179	5.760588	2.792479	3.300848	2.876798
NM_207244	Cd200r4	0.006075	7.548943	up	chr16	6.464434	6.282340	5.594127	2.325983	3.989506	3.276587
NM_008311	Htr2b	0.000706	7.192641	up	chr1	10.557041	10.345577	9.884406	7.819662	7.395292	7.032505
NM_011088	Pira11	0.000196	6.976422	up	chr7	10.466558	10.217773	10.155017	7.762837	7.555972	7.113078
NM_011094	Pira7	0.000161	6.963833	up	chr7	10.961688	10.969189	10.845609	8.455120	8.155355	7.766367
NM_028973	Lrrc15	0.012774	6.827810	up	chr16	8.322155	8.931940	10.139378	6.901063	6.511550	5.666592
NM_178241	Cxcr1	0.003685	6.805119	up	chr1	6.005635	5.869263	5.788451	3.879585	2.321827	3.162076
NM_001166672	Gm14548	0.000097	6.673624	up	chr7	11.580840	11.296632	11.179657	8.847641	8.587764	8.406313
NM_019948	Clec4e	0.000563	6.596644	up	chr6	5.670682	5.027602	5.075513	2.887439	2.399350	2.321811
NM_011087	Pira1	0.003576	6.187779	up	chr7	5.488713	5.426346	5.204069	2.325983	3.583068	2.321811
NM_001267695	Ctss	0.000957	5.934620	up	chr3	9.404564	8.806512	8.751737	6.192754	6.833984	6.228608
NM_008848	Pira6	0.000255	4.851621	up	chr7	4.801415	4.635361	4.962917	2.325983	2.838959	2.399350
NM_008404	Itgb2	0.001909	4.841209	up	chr10	9.670052	8.907650	8.869934	6.768681	7.213496	6.639358

**Table 5:** Top 20 significantly down-regulated mRNAs.

Sequence Name	Gene Symbol	P-value	Fold Change	Regulation	Chrom	CNV 1	CNV 2	CNV 3	Control 1	Control 2	Control 3
NM_001024705	Prpmp5	0.014868	3.605863	down	chr6	9.067530	8.986222	9.954781	11.192267	11.751723	10.615577
NM_019840	Pde4b	0.001704	2.927001	down	chr4	3.256077	3.624609	3.076331	5.079052	4.632161	4.894074
NM_175296	Mael	0.013959	2.785800	down	chr1	5.162247	5.565056	5.125866	7.062294	7.111513	6.113637
NM_008623	Mpz	0.008683	2.769509	down	chr1	12.174806	13.137897	12.638795	13.881432	14.154913	14.324043
NM_183160	Tmem252	0.006698	2.677545	down	chr19	3.883402	4.178289	4.299822	5.111757	5.964037	5.548451
NM_207280	Ccdc121	0.014313	2.450424	down	chr1	2.805933	2.324675	2.323922	3.639443	3.399682	4.294497
NM_001025255	Mbp	0.000151	2.427744	down	chr18	2.949733	3.182399	3.054139	4.463824	4.263468	4.297829
NM_026925	Pnlip	0.028181	2.426672	down	chr19	3.116513	2.324675	2.323922	3.895614	3.380287	4.326145
NM_001113373	Shank2	0.023401	2.379186	down	chr7	3.648482	3.438832	2.672217	4.131874	4.666463	4.712598
NM_001081153	Unc13c	0.034934	2.372052	down	chr9	11.000760	10.198641	11.528724	12.222275	12.268342	11.975915
NM_001122594	Phlpp2	0.001196	2.356591	down	chr8	3.131635	2.660591	2.931842	4.163803	4.026565	4.243805
NM_001161722	Tfeb	0.003061	2.335554	down	chr17	2.690098	3.230295	2.904800	4.046248	4.066880	4.383359
NM_028807	Exoc3l4	0.026008	2.331869	down	chr12	4.272006	3.720309	3.146549	5.178742	4.693262	4.931320
NM_001127685	BC048943	0.013403	2.324064	down	chr12	9.447387	8.766418	8.507593	10.125555	10.236406	10.009386
NM_001204253	Clec1b	0.008321	2.321635	down	chr6	4.644223	5.290836	4.979474	5.859919	6.408708	6.291329
NM_007545	Hrk	0.003712	2.290870	down	chr5	7.678339	8.078760	7.425854	8.965889	8.983374	8.821377
NM_010220	Fkbp5	0.029949	2.281321	down	chr17	6.708265	6.429901	7.553089	8.247108	8.176554	7.837201
NM_020599	Rlbp1	0.007127	2.235286	down	chr7	8.194874	8.097004	7.941646	9.260371	9.602041	8.852490
NM_147110	Olfr570	0.003044	2.223418	down	chr7	5.491363	5.307785	5.178571	6.613100	6.653939	6.169017
NM_027790	Dhrs2	0.003418	2.203722	down	chr14	5.776111	6.199949	5.806094	6.968227	7.311111	6.922644

How the deposited data were processed for this re-analysis (not part of the article)

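RPE-choroid-sclera complexes of 3 CNV samples and 3 control samples, each pooled from 4 eyes, were measured on 1 single-color mouse lncRNA array each. CNV eyes had received 25 laser spots and were collected on day 7. The replicate numbers and groups follow the sample labels, and in this order the deposited values of all 6 arrays equal those printed in Tables 2-5.

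The authors deposited the spot intensities of each array as Feature Extraction 11.0.1.1 wrote them, after its local background subtraction and with a flag for signals well above background. The authors also deposited a table of normalized log2 intensities for 60804 probes, whose normalization and background step the paper's text does not name. The deposited scanner files hold 126 further probe names that are not marked there as controls and that this table leaves out. By their names 15 of them are negative controls. No column with values of a sample was left unmapped.

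From the scanner files, the log2 processed signal of the 60804 probes was set relative to the 75th percentile of each array. Control spots and spots flagged as outliers (between 13 and 82 per array) were left out. The 36990 probes well above background on at least 3 of the 6 arrays were kept, and 36989 of them could be tested. Between 58.8% and 62.0% of the probes were well above background per array, and the number of arrays limits the precision. CNV was compared to control with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a block and with Benjamini-Hochberg adjustment. Standard errors are the moderated ones of this fit. The paper's thresholds (FC of at least 1.5 and an unadjusted p under 0.05) and an adjusted p under 0.05 were counted separately. The unpaired t-test named in the table notes, called the methods' t-test, was run as an alternative. The median log2 fold change of the kept probes was -0.01. Where no array of a group was well above background, a bound is given in place of a fold change.

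The scripts were tested on simulated data with 200 of 36829 probes changed. limma recovered 91% of the probes changed by 2 on the log2 scale and 20% of those changed by 1, with 3 false calls at the adjusted p. The methods' t-test recovered 2% and 0% of them. Of the unchanged simulated probes, 667 passed the unadjusted threshold together with the fold change in limma, and 258 in the methods' t-test. The simulated noise was independent between probes and arrays. On the real arrays 1 shared component held 63.0% of the variance of the deviations within groups. The simulated rates of recovery and of false calls therefore need not hold for the real arrays.

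Arrays were compared by Pearson's r across the kept probes and by average-linkage clustering, with all 10 splits of 3 against 3 arrays as an exact permutation test. For the CNC network, pairs of a named lncRNA and an altered probe with an absolute r of at least 0.97 were counted, and all 36 permutations of the arrays within groups were run.

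The named transcripts are those of the paper's text and Tables 2-5, and the 5 largest rises and the 5 largest falls at an adjusted p under 0.05 without overlap between groups. These largest changes all turned out to be transcripts of the tables. A probe of the authors' table was named only where its 6 deposited values equaled the 6 printed ones. Of 45 RefSeq accessions in the tables, 41 were found in the reference annotation of GRCm38.p6, which was used for names only, since the array design names an older assembly. The 15 genes with 20 repeat spots were named through their accessions in the scanner files, and all 15 were found.

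Alternatives were the authors' deposited values, quantile normalization, normexp background correction (offset 50) with quantile normalization, median centring, no filter or a filter on all 6 arrays, the methods' t-test, an intensity trend with robust variances, the replicate number or the slide as a block, each array left out in turn, a fold change of at least 2, and other rules for the network. These alternatives, and the rule for the named transcripts, were set before the data were examined. The authors' deposited values with the methods' t-test, a covariate for the deviations within groups and the arrays of slide 1 alone were added after seeing the data, the first of them after other filters and Welch's test had also been tried on the deposited values. The files hold the median signal of each spot and not its mean, so normexp was run on the median signal. Separate counts for lncRNAs and mRNAs, the tests of marker and family lists and the enrichment in Reactome sets were not run, because most probes could not be paired with names or classes here. B430306N03Rik, Cd68, 3 of the 7 qRT-PCR lncRNAs and the GO and KEGG analyses were not analysed here.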

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

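All tests in this part were chosen after the results were seen.

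The scanner files hold signals that the authors' deposited table leaves out and on which the paper does not report. Of 96 probes with IDs numbered like the others, 68 were well above background on at least 3 of the 6 arrays, against 0 of 15 negative controls. In limma, 11 of the 68 had an unadjusted p under 0.05, 1 also passed the fold change threshold, and 0 had an adjusted p under 0.05 (12 and 0 in the methods' t-test). Of the 68, 61 were higher in CNV mice, among them 10 of the 11, with a median log2 fold change of 0.33. In 10000 random draws of as many kept probes at most 47 were higher. The slide is a candidate source of this direction: CNV 1, on the slide of the controls, had a median difference of -0.00638 to the control mean, and CNV 2 and CNV 3, on slide 2, one of 0.49. With 1 CNV array on slide 1, an effect of CNV in single probes stays open. A filter on dim probes by the authors is argued against, since 70.8% of these probes passed the filter on background compared to 62.3% of the numbered probes in the table. A filter on outlier spots is argued against as well, since 0 of the 96 had such a spot. Why these probes have no deposited value stays open.

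Also left out of the table are 15 genes with 20 spots each, 14 of which were well above background on all 6 arrays, while Ldhal6b was on 3. The median SD between the spots of one gene on one array was 0.0436 on the log2 scale. For 13 of the 15 genes the log2 fold change between CNV and control mice was within 0.25 of 0. Gusb, singled out after its values were seen, had the largest log2 fold change of the 15, at 3.18 ± 0.41 (SD, n = 3) in control mice and 4.13 ± 0.10 (SD, n = 3) in CNV mice, with all 3 CNV arrays above all 3 control arrays. This change was 0.95 with a standard error of 0.22, and limma's adjusted p was 0.163 over all probes and 0.0523 adjusted over the list alone, so that it did not pass the correction. Its unadjusted p was under 0.05 in limma and in the methods' t-test. Rpl13a, with a log2 fold change of 0.44, was on the border in limma: its unadjusted p was 0.0524 with the logs of the spots averaged and 0.0476 with their signals averaged. The scaling of the arrays is argued against as the source of the Gusb difference, since the other 14 genes had a median log2 fold change of only 0.11. Chance and an effect of CNV both stay open.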

How the results depend on the processing

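The alternatives were set before the data were examined, except 3 that were chosen after seeing the data: the authors' deposited values together with the methods' t-test, the first component of the within-group deviations as a covariate, and the arrays of slide 1 only.

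The number of altered probes stayed within 1.5 times the count of 2079, between 1532 and 2728, except that normexp background correction with quantile normalization gave 761, no filter on dim probes gave 3145 of 60803 tested probes, and a fold change of at least 2 gave 667. With normexp, 73.7% of the altered probes were upregulated, compared to 61.7% in the main comparison. With the slide as a block the share was 45.4%, and 1284 of the 2728 altered probes were among the 2079. Under that block the difference rests on CNV 1 against the 3 control arrays, since slide 2 holds no control. Leaving out 1 array gave between 1956 and 2553 altered probes.

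The count at an adjusted p was 298. It was between 264 and 431 with the authors' deposited values, either quantile normalization, median centring, the filter on all 6 arrays or the intensity trend with robust variances. It was 143 with no filter, where more probes were tested, and 18 with the slide block. The methods' t-test left 0 (3364 probes at an unadjusted p under 0.05), as it did with the authors' deposited values (0, with 3678). With the component of the within-group deviations as a covariate the count was 535, and all 298 were among them. The component was taken from the deviations of these same 6 arrays. It leaves the log2 fold changes as they are and takes out spread by construction, so this rise is no separate evidence. The arrays of slide 1 alone gave 6. With 1 array left out, the count lay between 1 without CNV 2 and 116 without Control 2, with 54 without Control 1, 33 without Control 3, 75 without CNV 1 and 22 without CNV 3. These comparisons have 5 arrays each.

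The replicate block gave 1969 altered probes, 0 probes at an adjusted p under 0.05 (2329 at an unadjusted p) and 0 of the named lncRNAs at that level. The same numbers in both groups do not pair the samples: the deviations from the group means correlated across probes at -0.44 for number 1, 0.01 for number 2 and -0.69 for number 3.

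Whether chance alone can give counts as large cannot be excluded with 3 arrays against 3. Among the 10 splits of the arrays, only the real one (1 of 10) reached 2079 altered probes and only the real one (1 of 10) reached 298 at the adjusted p, and a share under 0.1 is not possible. The other 9 gave up to 1966 altered probes and up to 1 probe at the adjusted p. At an unadjusted p under 0.05 another split gave more probes than the real one, 4260 compared to 3578: Control 1, CNV 2 and CNV 3 against the other arrays, which has Control 3 and CNV 1 on one side.

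Of the 4 named lncRNAs, 3 had an adjusted p under 0.05. This number was 3 or 4 with the authors' deposited values, the other scalings, the other filters and the intensity trend. It was also 4 with the covariate, which is no separate check. It was 0 with the methods' t-test, 0 with the slide block, 0 with the authors' deposited values and the methods' t-test, and 0 with slide 1 only. With 1 array left out it lay between 0 (without CNV 2) and 3, and it was 1 without Control 3. All 4 kept their direction in all settings run, and all 4 were under 0.05 in each of them when adjusted over the list alone. Over the 10 transcripts named in the text there were 187 values under other settings: none changed sign, 51 were no longer under the adjusted threshold and 5 newly were. The methods' t-test and the replicate block, run on the main values, left these log2 fold changes as they were. There the loss came from the test or the block and not from the values. For the other settings the cause was not tested. The log2 fold change of Aplnr was 1.41 with normexp, whose offset lowers it, and between 3.39 and 3.55 with 1 array left out.

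The difference between the mean correlations within and between groups, 0.00108, is small beside the spread of the within-group correlations (SD 0.00713). With 1 array left out it ranged from -6.87e-04 without CNV 3 to 0.00237 without Control 2, and it was also negative without CNV 2, at -1.35e-04. It lay between 4.28e-04 and 0.00137 in the other settings run, so its sign depends on single arrays. The number of edges of the 4 lncRNAs, 691, became 460 with normexp, 1299 at an absolute r of at least 0.95 and 150 at 0.99. It lay between 603 and 796 in the other settings run.

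Separate counts for lncRNAs and mRNAs, the marker and family lists and the Reactome tests, with their alternatives, were not run, because most probes could not be paired with names or classes here. Signal over background limits the fold changes: 142 of the altered probes had a group in which no array was well above background. Among the probes at the adjusted p this was so in the controls for 23 of the 283 upregulated and in CNV mice for 3 of the 15 downregulated.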

Differences from the paper's values

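A fold change was counted as different from the paper's when it was more than 1.5 times higher or lower and the gap was beyond the SD between replicates. By this measure none of the 10 fold changes set beside the paper's was different in the main setting. For AK036888, Clec4e and Pira6 only lower bounds were compared. With normexp background correction and quantile normalization 3 were different: 2.65 for Aplnr (the paper's value is 11.11), 3.09 for ENSMUST00000135495 (the paper's value is 7.47) and 2.83 for uc009ewo.1 (the paper's value is 5.72). In that setting the lower bounds fell to 2.22 for AK036888, 1.51 for Clec4e and 1.36 for Pira6. In the main setting they were 8.35, 3.86 and 2.81. A lower bound under the paper's value leaves that value possible. limma's adjusted p with normexp was 0.0154 for AK036888, 0.0544 for Clec4e and 0.0573 for Pira6.

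The paper names Pira6 and Clec4e among the mRNAs joined to the most lncRNAs of its network. Here Pira6 reached an absolute r of 0.97 with 1 of the 4 named lncRNAs. Even if it were joined to each lncRNA not named here, it would have at most 4 of 7. It was 1 of 4 as well with the authors' deposited values, either quantile normalization and median centring. At a threshold of 0.95 it was 2 of 4 with each of these values, so no setting run reached the paper's number for Pira6. Neither Pira6 nor Clec4e was well above background on any control array. Their correlations therefore depend in part on signals near background and on how these are handled. Clec4e was joined to 2 of the 4 lncRNAs, at most 5 of 7, and also to 2 with median centring. Either quantile normalization joined it to 1 of 4, at most 4 of 7. The authors' deposited values joined it to 4 of 4, and at a threshold of 0.95 the main values joined it to 3 of 4, as did median centring and either quantile normalization. With the lncRNAs not named here, these settings allow the paper's number. The thresholds and the deposited values were among the alternatives set before the data were examined.

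The paper ranks Aplnr first among the upregulated mRNAs. Here the log2 fold change of Try4, 4.04, was larger than that of Aplnr, 3.47, but 2 of the 3 control arrays of Try4 were not well above background. With these 2 arrays at the lowest signal well above background, the log2 difference of Try4 was 2.82, so the values give no order between the 2 genes. Over 16 settings, with dim arrays at their own signal, Try4 had the larger log2 fold change in 14 and Aplnr in 2. These 2 were the authors' deposited values and normexp background correction with quantile normalization. Settings that changed only the test, the filter, the variances or the replicate block left both log2 fold changes as they were. The 16 settings are therefore not separate checks. Among altered probes well above background on all 6 arrays Aplnr was first.

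The 298 probes at an adjusted p under 0.05 in limma stand against FDR values in Tables 2 and 3 that are all above 0.05. The methods' t-test, which the paper's notes name, left 0 probes at that level.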

Other observations

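All tests in this part were chosen after the results were seen, except the permutations of the network within groups, which were planned.

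Control 3 and CNV 1 deviated from their groups in the same way. The first component of the deviations from the group means held 63.0% of their variance. Its scores were -30.2, -41.7 and 71.9 for Control 1 to 3 and 65.7, -10.2 and -55.4 for CNV 1 to 3. The slide is argued against as the source, since all control arrays lay on slide 1 and yet the deviations of Control 3 and CNV 1 correlated at 0.693 across probes. A scaling that depends on intensity is argued against, since 100 bins of mean intensity held only 1.76% of the variance of the probe loadings, and so is the place on the array, since 100 blocks of the array held only 0.648% of it. With exchanged labels of Control 3 and CNV 1, 0 probes had an adjusted p under 0.05 in limma, compared to 298, and 376 had an unadjusted p under 0.05, compared to 3578. The methods' t-test on the authors' deposited values gave 88 altered probes, compared to 1537. This argues against a swap. A candidate explanation is a different share of another tissue or cell type in the pooled complexes, which would add abundant transcripts. In keeping with this, 1205 probes lay more than 4 median absolute deviations above the median loading and 494 lay as far below it, a ratio of 2.44. RNA quality and other steps before hybridization were not tested and stay open, and the probes could not be named to ask which tissue it might be.

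The edges of the network may follow from the difference between the groups alone. With the arrays permuted within groups, 4 of 36 permutations gave as many edges as measured for the 4 lncRNAs together. For uc009ewo.1 no other permutation gave as many. Its exact p of 0.0278 is the smallest that 36 permutations can give and is 0.111 adjusted over the 4 lncRNAs, so a single lncRNA could not pass the correction with 6 arrays. With the authors' deposited values and the methods' t-test, uc009ewo.1 and uc029sdr.1 both had this smallest p (0.0556 adjusted). Whether their edges go beyond the difference between the groups therefore cannot be told apart from chance here. The numbers of edges therefore do not show which of the joined probes vary with a lncRNA among mice of one group.

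Probes at the adjusted p lay close together in the probe numbering. Of the 298, 79 had another within 5 numbers, compared to a median of 16 and a highest count of 39 in 10000 random draws from the kept probes (permutation p = 1e-04, the smallest that these draws can give). Joined within 5 numbers, the 298 probes form 254 groups. Neighbouring spots on the array are argued against as the source, since their log2 fold changes correlated at 0.0141 across pairs. A candidate explanation is that probes of one transcript, or of neighbouring transcripts, are counted separately. Probes 1 number apart also had correlated loadings in the deviations within groups (r of 0.182 across probes, and -0.0139 at 500 numbers apart), which does not depend on the comparison of CNV and control mice. Counts of altered probes would then overstate the number of separate loci. The numbering could not be set against genome positions here.

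Upregulated probes outnumbered downregulated ones at the adjusted p, 283 to 15. Centring is argued against as the whole source, since centring on the 14 repeat-spot genes that were well above background on all 6 arrays left 138 upregulated and 19 downregulated probes. It lowered all log2 fold changes by a constant (a shift of -0.16), so the size of the excess depends on the centring. Dim signal in the control arrays is argued against as the whole source, since only 23 of the 283 had no control array well above background. The slide stays open, since the slide block left 14 upregulated and 4 downregulated probes, and so does an effect of CNV, which was not tested.

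Few probes with an ID that names a lincRNA gave a signal. For human lincRNAs 142 of 1104 probes passed the filter on background (12.9%), for mouse lincRNAs 94 of 649 (14.5%) and for lincRNA exons 27 of 83 (32.5%), compared to 62.3% of the numbered probes. Of the 94 for mouse lincRNAs, 0 were upregulated and 5 were downregulated at the paper's thresholds, and 0 had an adjusted p under 0.05 in limma (7 at an unadjusted p, and 7 in the methods' t-test). Of the 142 for human lincRNAs, 1 was upregulated and 4 were downregulated at the paper's thresholds, and 0 had an adjusted p under 0.05 in limma (9 at an unadjusted p, and 3 in the methods' t-test).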
